A study of Mus musculus with 8 samples.

How the data were processed

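Polyadenylated RNA was sequenced from kidney cells that had been separated by fluorescence-activated cell sorting, with libraries made by an Illumina TruSeq protocol, per the labels' protocols. The labels placed the 8 mouse libraries in 4 groups of 2, by cell type (endothelium or podocyte) and genotype (wild type or homozygous for loss of Emcn). The replicate numbers 2 and 3 were taken from the labels' titles, and each group had 1 library of each number. The labels did not state whether libraries of the same number came from 1 animal.

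The authors deposited 1 table of raw read counts per Entrez gene for the 8 libraries. Its columns were named after 1 alignment file per library, per the file headers. The aligner, the counting tool, the genome build, the annotation and the use of strand in counting were not stated in the headers or labels, so no genomic coordinates are given. Of the 22533 gene lines in the table, 17326 held all 8 counts. The other 5207 lines (23.11%) had a comma in the gene description and held fewer than 8 counts. Which library each remaining count on those lines belonged to was unclear, so those genes were not analysed here. In 3 of the columns these short lines left cells empty or unreadable, and those columns were recorded as another kind of value than the deposited counts for that reason alone. Every value on the complete lines of all 8 columns was tested and was a whole number of 0 or more. A total of 617 complete lines had no symbol and were named by their Entrez ID.

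Counts were analysed as deposited with edgeR 4.0.16 in R 4.3.3. Genes were kept by edgeR's filterByExpr with the 4 groups, which left 16477 genes, and libraries were scaled by the trimmed mean of M-values (TMM). A model with 1 mean per group was fitted to all 8 libraries, so that 4 groups of 2 shared 1 estimate of the spread. Contrasts were tested with the quasi-likelihood F test and p-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. Each standard error was the log2 fold change divided by the square root of the F statistic. The contrasts were knockout against wild type in each cell type, the difference between those 2 effects (the interaction), and endothelium against podocytes in wild type. Counts scaled to a common library size (CPM) used the TMM-scaled library sizes, and log2 CPM with a prior count of 2.

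A total of 10 gene lists, covering cell-type markers, the glycocalyx, the slit diaphragm with actin and basement membrane genes, endothelial junctions and the response to tissue dissociation, were tested with limma's camera (limma 3.58.1) on log2 CPM, with a preset inter-gene correlation of 0.01. Adjusted p-values for lists were taken over the 10 lists. With a mean of at least 5 CPM the erythroid list had no tested gene and was left out of that adjustment. The share of list members on complete lines was 90.0% for the dissociation response and the endothelial markers, 86.8% for the glycocalyx and 80.6% for endothelial junctions. It was below 80% for the podocyte markers (65.0%), the slit diaphragm list (61.0%), the tubule markers (60.0%), the mural and mesangial markers (66.7%), the immune markers (50.0%) and the erythroid markers (14.3%, 1 gene), so those tests covered only part of each list.

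Groups, contrasts, lists, the threshold and most alternatives were fixed before the data were examined. The rule for naming genes was also fixed then. It took Emcn, and for each genotype contrast and the interaction up to 5 higher and 5 lower genes past the threshold whose knockout libraries all lay on one side of the wild-type libraries, or the 3 of smallest p in a direction where none passed. It also took members of the glycocalyx, slit diaphragm and junction lists past the threshold over all genes or within their list, and a set of cell-type markers. Some genes that met this rule are not reported here.

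The alternatives fixed beforehand were DESeq2 size factors in edgeR, the Wald test of DESeq2 1.42.0, limma voom with sample quality weights, no low-count filter, a mean of at least 5 CPM, the replicate number as a block, a fit of only the 4 libraries compared, an adjusted p under 0.10, a change of at least 2-fold, a camera correlation of 0.05 and each library left out in turn. Scaling by library size only, leaving out the mitochondrial genes, a camera correlation estimated from the residuals, that estimate with the replicate block, the estimated values given as preset ones, a block with the podocyte numbers swapped and the gene list test of the interaction were chosen after seeing the data. With 2 libraries per group, a fit without 1 library left 1 in an arm, so only log2 fold changes are given for those fits. When camera estimates the correlation it also limits its test to the residual degrees of freedom, which a preset value does not.

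The counting and testing steps were tested on simulated data drawn from the means, library sizes and spread of the real libraries, in which 200 genes were changed. Those genes were drawn from ones above a minimum expected count in endothelium. The edgeR test recovered 8.75% of 80 genes changed 2-fold, 77.5% of 80 changed 4-fold and 92.5% of 40 changed 8-fold, with 7 false calls among 113. DESeq2 made 35 false calls among 168. Camera gave 2 of 100 random lists a p under 0.05 in counts simulated without correlation between genes. With the correlation estimated, camera gave 0 of those lists a p under 0.05. What camera could pass in the real data was tested, after its results were seen, by giving every gene of a list the same genotype effect, of 0.5, 1, 1.5, 2, 3, 4, 6 or 8 log2 units downwards, with the residuals kept. Transcript length and GC content came from GENCODE M21 transcripts, matched to 16085 of the complete lines. Which genes neighbour or overlap each other came from a RefSeq table of assembly GRCm38.p6, in which 16425 of the complete lines had an entry.

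The complete lines summed to between 10478956 and 17386042 counts per library. These sums leave out the short lines and so are less than the libraries' full depth. Confidence intervals of shares were 95% Wilson intervals, which cover counting error only, since reads without molecular identifiers are not independent molecules.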

Results

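Endomucin (Emcn, Entrez 59308) is a sialomucin on the surface of endothelial cells and a component of their glycocalyx, the layer of sugar-bearing proteins on the blood side of vessels. The study addressed what its loss does in the glomerulus, the kidney's filter, whose endothelium and podocytes lie on opposite sides of a shared basement membrane. RNA was measured in sorted endothelium and sorted podocytes from wild-type and Emcn-knockout mice, in 8 libraries that formed 4 groups of 2. On the gene lines that could be read in full, wild-type endothelium had 12378716 and 16540070 counts (replicates 2 and 3) and knockout endothelium had 11146545 and 10478956. Wild-type podocytes had 17386042 and 14802519 counts, and knockout podocytes had 16241489 and 13947230. Between 16706 and 17272 genes had at least 1 count in a library.

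Replicates of a group differed by more than counting error. Across genes, which are not independent replicates, the Pearson correlation of log2 CPM between the 2 libraries of a group lay between 0.950 in knockout podocytes and 0.964 in wild-type endothelium. Among genes with at least 20 counts over a pair, between 54.2% and 69.3% differed at a binomial p under 0.05, so no pair looked like 1 library deposited more than once. The first principal component carried 47.2% of the variance and separated the cell types. The second carried 18.6% and placed replicate 3 of wild-type endothelium apart from the other 7 libraries. The mitochondrial share of counts was higher in replicate 3 than in replicate 2 in each of the 4 groups. It was lowest in replicate 2 of knockout endothelium, at 10.1% (95% Wilson interval 10.07 to 10.11), and highest in replicate 3 of wild-type endothelium, at 26.2% (26.14 to 26.18). Group means were 19.7% ± 9.11 (SD, n = 2) in wild-type and 14.8% ± 6.69 (SD, n = 2) in knockout endothelium, and 14.6% ± 3.30 (SD, n = 2) in wild-type and 17.5% ± 6.59 (SD, n = 2) in knockout podocytes, so the group means differed by less than the unpaired spread between replicates. Within same-numbered libraries the knockout share was lower in endothelium, at 10.1% against 13.3% and 19.6% against 26.2%, and higher in podocytes, at 12.9% against 12.2% and 22.2% against 16.9%, and 2 pairs per cell type are too few for a test.

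**Figure D1:**
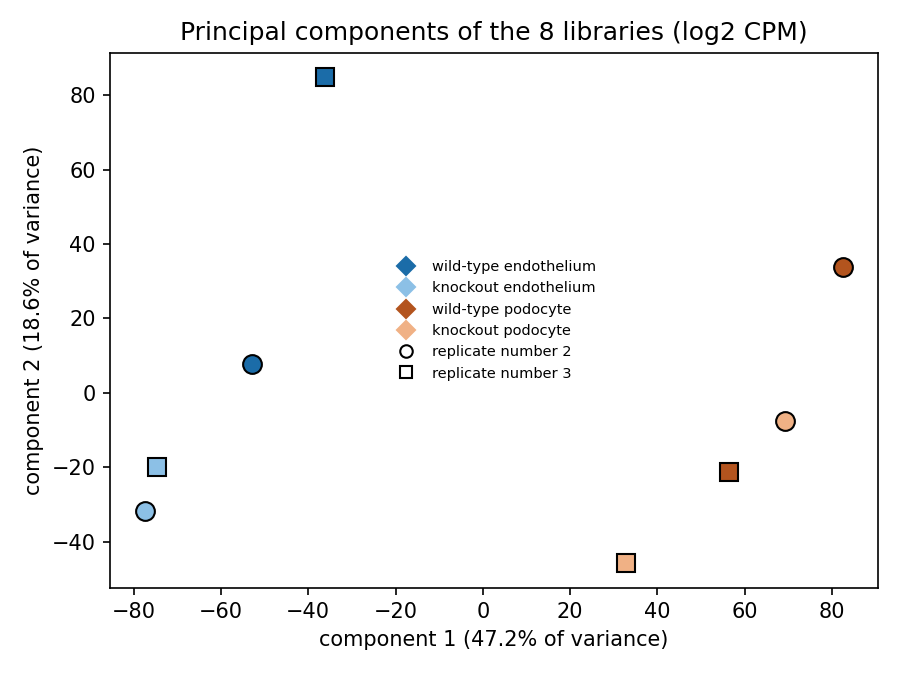
Principal components of log2 CPM for the 8 libraries, with component 1 (47.2% of the variance) on the horizontal axis and component 2 (18.6%) on the vertical axis, both in component units. Each point is a library, coloured by group and shaped by replicate number. Endothelium lies on the left and podocytes on the right, and replicate 3 of wild-type endothelium is the highest point.

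The targeted gene was examined first, because it checks the genotype labels. Emcn had 25953 and 25261 counts in the wild-type endothelium libraries and 2460 and 2081 in the knockout ones. In TMM-scaled units the level was 1900.2 ± 102 CPM (SD, n = 2) in wild-type and 176 ± 3.93 CPM (SD, n = 2) in knockout endothelium, so the knockout libraries held 9.27% of the wild-type level. The log2 fold change was −3.43 (SE 0.35), with an edgeR adjusted p of 0.0205. Podocyte libraries held less Emcn, with 1143 and 495 counts in wild type and 90 and 67 in knockout, or 55.0 ± 26.97 CPM (SD, n = 2) against 5.27 ± 0.46 CPM (SD, n = 2). The log2 fold change there was −3.38 (SE 0.36, edgeR adjusted p 0.0321). Both knockout libraries lay below both wild-type libraries in each cell type, in the direction of the labels. With the replicate number as a block, the log2 fold changes were −3.42 (edgeR adjusted p 0.00316) in endothelium and −3.34 (edgeR adjusted p 0.00669) in podocytes. Same-numbered libraries deviated together to a small extent, with a correlation across genes of their deviations from the group means of 0.19 in endothelium and 0.16 in podocytes. Among the alternatives, scaling by library size only moved the endothelial value most, to −3.11 (edgeR adjusted p 0.0835), and the adjusted p over the 9 alternatives with a test ranged from 5.8e-19 to 0.0835. In podocytes the adjusted p ranged from 6.9e-16 to 0.850, with the highest from limma voom with sample quality weights. Emcn overlaps the predicted gene Gm38650 in the RefSeq table, and because the use of strand was not stated, how reads in the overlap were assigned is uncertain. Counts per gene do not show which exons the remaining knockout reads came from.

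**Figure D2:**
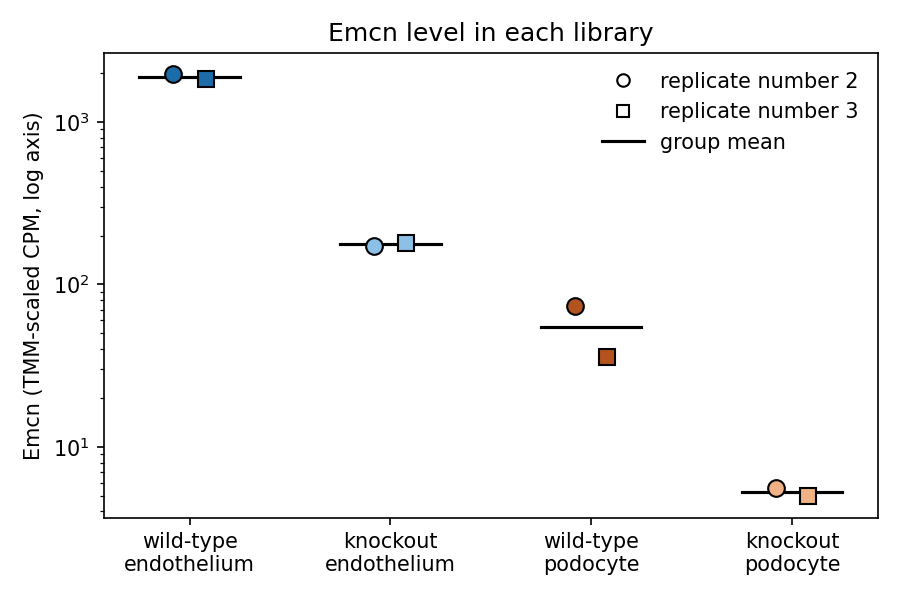
Emcn in each of the 8 libraries, as TMM-scaled CPM on a log axis, by group, with circles for replicate 2, squares for replicate 3 and a line at each group mean. The means are 1900.2 and 176 CPM in wild-type and knockout endothelium, and 55.0 and 5.27 CPM in wild-type and knockout podocytes.

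The comparison of endothelium with podocytes in wild type described how far the sorted populations were apart. A total of 1481 of 16477 genes differed at an edgeR adjusted p under 0.05, of which 702 were higher in endothelium and 779 in podocytes. With the replicate block the count was 1831, with 802 higher in endothelium and 1029 in podocytes, and 1468 of the genes were shared with the fit without the block. Same-numbered wild-type libraries of the 2 cell types deviated in opposite directions to a small extent, with a correlation of −0.13 across genes, so a block with the podocyte numbers swapped was also fitted, a choice made after seeing the data. It gave 1357 genes, 1321 of them shared with the fit without a block, and log2 fold changes of 5.16 for Emcn, 4.51 for Pecam1 and −3.73 for Synpo. Scaling by library size only gave the lowest count, 1178. The endothelial markers Pecam1, Kdr and Cdh5 were higher in endothelium by log2 fold changes of 4.55 (SE 0.37), 4.56 (SE 0.33) and 3.51 (SE 0.35), with edgeR adjusted p-values of 5.8e-05, 4.3e-05 and 0.000151. Kdr and Cdh5 overlap other genes in the RefSeq table, so the same uncertainty about strand applies to them as to Emcn. Emcn was higher in endothelium by 5.11 (SE 0.37, edgeR adjusted p 4.3e-05). Podxl and Synpo were lower in endothelium, with log2 fold changes of −2.58 (SE 0.35) and −3.83 (SE 0.54) and edgeR adjusted p-values of 0.000843 and 0.00117. Synpo was not confined to the podocyte libraries, since it stood at 235 ± 139 CPM (SD, n = 2) in wild-type endothelium against 3339 ± 2029 CPM (SD, n = 2) in wild-type podocytes.

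The effect of genotype on endothelium was tested across the same 16477 genes. Emcn was the 1 gene past the threshold, and the next smallest edgeR adjusted p was 0.716. At an unadjusted p under 0.05 there were 905 genes (5.49%), where 824 are given by chance. The replicate block also gave 1 gene, again Emcn, with 1334 genes at an unadjusted p under 0.05 and a next smallest edgeR adjusted p of 0.187. DESeq2 moved the count most, to 10 genes, of which 2 were higher and 8 lower in knockout. Of the higher genes, Lypd2, Esm1 and Rtp1 had the smallest p-values, and none passed the threshold (edgeR adjusted p 0.716 for each). Esm1 (Entrez 71690), a secreted proteoglycan of the glycocalyx list, stood at 40.9 ± 8.22 CPM (SD, n = 2) in wild-type and 150 ± 110.1 CPM (SD, n = 2) in knockout endothelium, a log2 fold change of 1.87 (SE 0.45). Its 2 knockout libraries held 3227 and 835 counts. Esm1 overlaps another gene in the RefSeq table, so its counts are uncertain where the overlap was counted without strand. Lypd2 (Entrez 68311) had 4 and 0 counts in wild-type and 34 and 39 in knockout endothelium. The podocyte libraries held more of it, with 278 and 304 counts in wild type and 1052 and 367 in knockout. Whether its endothelial counts came from endothelium is therefore uncertain. Rtp1 (Entrez 239766) had 2 and 1 counts in wild type, at or under the floor of 3 counts, and 29 and 18 in knockout, which made it at least 7.88-fold higher.

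In podocytes, Emcn was again the 1 gene past the threshold, and the next smallest edgeR adjusted p was 0.972. The number of genes at an unadjusted p under 0.05 was 730 (4.43%). With the replicate block 1 gene passed, again Emcn, 879 genes had an unadjusted p under 0.05, and the next smallest edgeR adjusted p was 0.232. DESeq2 called 12 genes, of which 10 were higher and 2 lower. A fit of only the 4 podocyte libraries called 0 genes, with 545 at an unadjusted p under 0.05. Cd209a, Bst1 and Shtn1 had the smallest p-values among the higher genes, and none passed the threshold, with edgeR adjusted p-values of 0.972, 0.978 and 0.978. Bst1 (Entrez 12182) rose from 50.9 ± 3.64 CPM (SD, n = 2) to 145 ± 62.5 CPM (SD, n = 2), and Shtn1 (Entrez 71653) from 4.60 ± 0.65 CPM (SD, n = 2) to 14.2 ± 0.57 CPM (SD, n = 2). Cd209a (Entrez 170786) had 0 counts in both wild-type podocyte libraries and 32 and 28 in the knockout ones, at least 9.30-fold higher against the floor of 3 counts. Cd209a belongs to a family of similar genes, between which the counting could have split reads.

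The difference between the genotype effects of the 2 cell types was tested directly. In this interaction 0 genes passed the threshold, with 428 at an unadjusted p under 0.05, and the block also gave 0 genes, with 546. The Emcn effect differed between cell types by −0.05 (SE 0.48), well within its error. Of the genes with a positive interaction term (the effect in endothelium minus that in podocytes), Stab1, Arhgef26 and Tbxa2r had the smallest p-values, with terms of 1.62 (SE 0.38), 1.29 (SE 0.33) and 1.43 (SE 0.37). Each of these 3 genes was higher in knockout endothelium, by log2 fold changes of 0.66, 0.26 and 0.91, and lower in knockout podocytes, by −0.96, −1.03 and −0.52. Of the genes with a negative term, Cobll1 and Rab3ip had terms of −1.49 (SE 0.37) and −1.53 (SE 0.39). The edgeR adjusted p was at least 0.999 for each of these 5 genes. Stab1, Arhgef26, Cobll1 and Rab3ip overlap other genes in the RefSeq table, so their counts are uncertain where the overlap was counted without strand.

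The gene lists asked whether sets of related genes shifted together by genotype. In endothelium 1 of the 10 lists passed the threshold. The 18 tested genes of the dissociation response were all lower in knockout, with a median log2 difference of −0.84 (limma camera adjusted p 1.8e-09). The mean level of the list was 9.48 ± 0.28 log2 CPM (SD, n = 2) in wild-type and 8.69 ± 0.18 log2 CPM (SD, n = 2) in knockout endothelium. In podocytes 2 lists passed. Of 25 tested slit diaphragm, actin and basement membrane genes 24 were lower in knockout, with a median of −0.41 (limma camera adjusted p 5.2e-06), and the 13 tested podocyte markers were all lower, with a median of −0.56 (limma camera adjusted p 0.00043). The mean podocyte marker level was 9.18 ± 0.36 log2 CPM (SD, n = 2) in wild-type and 8.60 ± 0.15 log2 CPM (SD, n = 2) in knockout podocytes. These directions held under each scaling tried. In the 4 fits that each left out 1 library of the cell type, the dissociation response median ran from −0.96 to −0.58. The slit diaphragm median ran from −0.60 to −0.18 and the podocyte marker median from −0.82 to −0.31. The smallest values of the last 2 lists came without replicate 2 of wild-type podocytes. With the replicate block the same lists passed, at adjusted p-values of 2.7e-08, 1.2e-06 and 0.000188. The alternative that moved these results most was camera with an estimated inter-gene correlation, which also limits the test to the residual degrees of freedom. The correlation was estimated from the residuals at 0.53, 0.43 and 0.51 for the 3 lists against the preset 0.01. With the estimated values 0 lists passed in either cell type, and the smallest limma camera adjusted p-values were 0.822 and 0.774. The unadjusted p-values of the 3 lists were then 0.0937, 0.172 and 0.194, from limma's camera over all 8 libraries. With the same estimates given as preset values, which leaves those degrees of freedom out, 0 lists passed either, at limma camera adjusted p-values of 0.286, 0.594 and 0.594. With both the replicate block and estimated correlations (0.655, 0.0768 and 0.502), 0 lists passed, at limma camera adjusted p-values of 0.662, 0.395 and 0.652 and unadjusted values of 0.162, 0.0395 and 0.198. Estimation had little power. With 1 common shift put in place of the genotype effects of a list, estimation without the block passed the 3 lists only from shifts of −6, −3 and −6 log2 units among those tried. With the preset correlation, splits of the 4 libraries of a cell type that were not by genotype also passed lists. Replicate number passed 8 lists in endothelium and 6 in podocytes.

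The glycocalyx list (46 genes tested) did not differ by genotype, with limma camera adjusted p-values of 0.552 in endothelium and 0.547 in podocytes. The endothelial junction list (29 genes) did not differ either, at 0.489 and 0.246, nor did the endothelial markers, at 0.489 and 0.0863. With the replicate block the glycocalyx values were 0.490 and 0.506. Under 1 alternative, a mean of at least 5 CPM, the glycocalyx list passed in the interaction (limma camera adjusted p 0.0396). Within the glycocalyx list alone, 8 genes had an unadjusted p under 0.05 in endothelium and 3 in podocytes. After adjustment within the list 0 genes passed, and after adjustment over all genes 0 passed. The smallest within-list edgeR adjusted p of these 2 contrasts was 0.0886, for Esm1 in endothelium, and that of the interaction was 0.0654, for Stab1. In the slit diaphragm list 1 gene had an unadjusted p under 0.05 in podocytes and 0 passed within the list, where the smallest edgeR adjusted p was 0.324. In the junction list 5 genes in podocytes and 1 in endothelium had an unadjusted p under 0.05, and 0 passed within the list. Of the 18 dissociation response genes 9 had an unadjusted p under 0.05 in endothelium. After adjustment within that list 1 passed there, Hsph1 (edgeR adjusted p 0.0459), and 0 passed in podocytes.

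**Figure D3:**
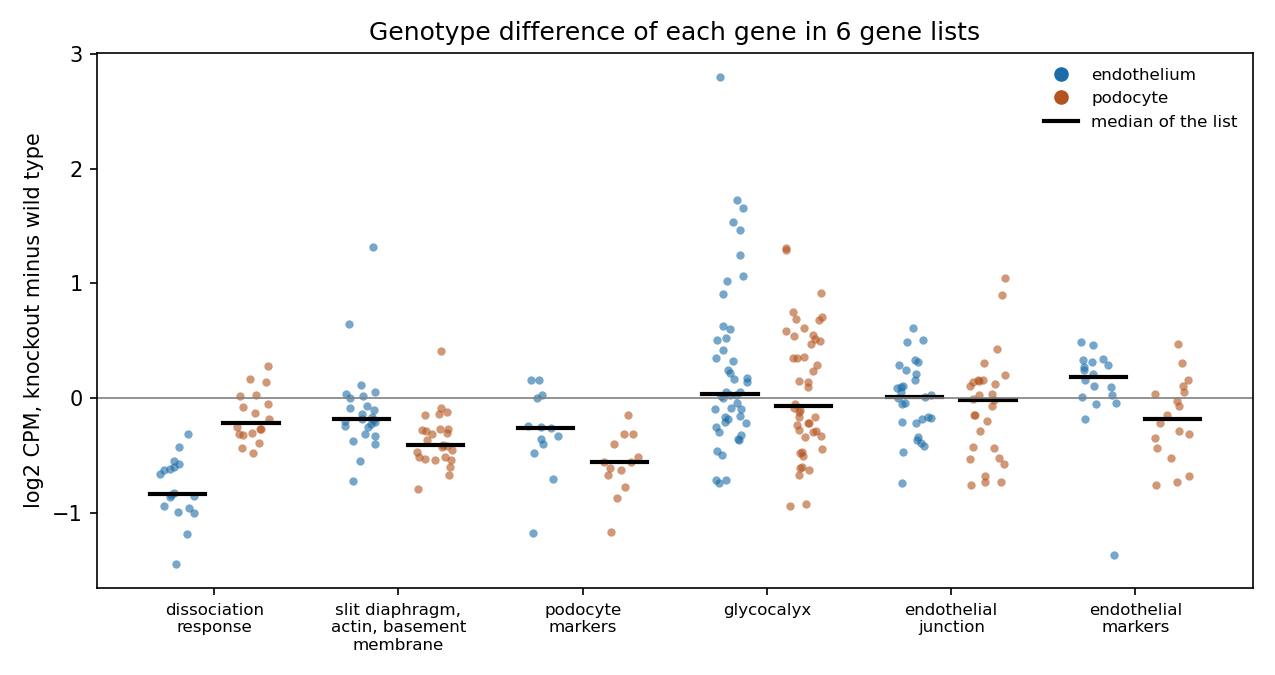
Difference in log2 CPM between knockout and wild type for each gene of 6 lists, in endothelium (blue) and podocytes (brown), with a line at each list's median. The dissociation response points in endothelium all lie below 0 around a median of −0.84, the podocyte markers in podocytes lie around −0.56, and the glycocalyx points spread on both sides of 0. The directions of those 2 medians held under each scaling tried.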

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

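The tests of gene length and GC content, tubule RNA, mitochondrial RNA and correlation between genes were written down after the list results had been seen but before those tests were run. The test of common shifts was chosen after the other results had been seen.

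The genotype effect on the dissociation response list differed between the cell types by the interaction test. The list comprises immediate-early and heat shock genes that cells switch on while tissue is taken apart. The effect in endothelium minus the effect in podocytes had a median of −0.6721 log2 units over 18 genes, and all 18 were lower (limma camera adjusted p 7.6e-05, or 0.000259 with the replicate block). In podocytes alone the median was −0.22 and the list did not pass (limma camera adjusted p 0.0863). Over the 10 alternatives the adjusted p of the interaction ranged from 1.5e-05 to 0.858. The value of 0.858 came from the correlation estimated from the residuals, which with the replicate block gave 0.470. With the tubule marker level as a covariate the interaction shrank to −0.36 (limma camera adjusted p 0.0424), and the list also passed in podocytes, with a median of −0.29 and 16 of 18 genes lower (limma camera adjusted p 0.0126). How far the effect is particular to endothelium therefore depends on that covariate.

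The shift in endothelium, with a median of −0.84, was set against 4 technical explanations. After each library was corrected for trends in transcript length and GC content, the limma camera adjusted p was 2.85e-06 and the median −0.86. With the mean tubule marker level of each library as a covariate they were 2.26e-07 and −0.66. The first correction moved the podocyte marker median in endothelium from −0.26 to −0.41. It left the dissociation response shift as large, with 18 of 18 genes lower. That argues against trends in transcript length and GC content as the source of this shift. The tubule covariate made the shift smaller without removing it. Without the mitochondrial genes the adjusted p was 4.15e-09 and the median −0.85. That setting hardly moves TMM-scaled values and so leaves the mitochondrial share undecided. All of these tests used the preset correlation of 0.01, at which splits that are not by genotype pass lists too. The last explanation was that genes of this list rise and fall together from library to library. With that correlation estimated, at 0.53, the adjusted p was 0.822, with the same value as a preset one it was 0.286, and with the replicate block in the same fit the correlation was 0.655 and the adjusted p 0.662. Within same-numbered endothelium libraries the list mean was lower in knockout in both pairs, at 8.56 against 9.28 and 8.81 against 9.68 log2 CPM. In podocytes the list mean was 10.04 and 9.77 log2 CPM in replicates 2 and 3 of wild type and 10.09 and 9.40 in those of knockout, so only the knockout podocytes had a spread between replicates near the size of the endothelial genotype difference. Among the splits of the 4 endothelium libraries into 2 and 2, 3 of 3, the genotype split included, passed at least as many lists as the genotype split did. For this list alone the genotype split stood apart, with a median of −0.80 (limma camera adjusted p 5.1e-10) against 0.33 (0.0108) by replicate number and 0.07 (0.245) for the crossed split. A candidate explanation is a difference in handling time or temperature between the kidneys that happened to follow genotype. A lower stress response of endothelium without Emcn may also be proposed. The tests with the estimated correlation could hardly have passed a shift of this size. With 1 common shift in place of the list's genotype effects, estimation passed from −6 log2 units but not at −4, and with the replicate block at none of the shifts tried, up to −8. With the estimate as a preset value the list passed from −1.5 but not at −1. The failure of the list to pass is therefore little evidence against a genotype effect. The shift cannot be told apart from variation of the list between preparations, or from effects of the mitochondrial share.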

How the results depend on the processing

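In endothelium the count of 1 gene became 10 with DESeq2 (2 higher and 8 lower, 1 of them, Emcn, shared with edgeR), and 0 with a mean of at least 5 CPM or with scaling by library size only (407 and 1002 genes at an unadjusted p under 0.05). In podocytes the count of 1 became 12 with DESeq2 (10 higher and 2 lower, 1 shared), and 0 with limma voom, a mean of at least 5 CPM, library size only, or only the 4 libraries compared (608, 368, 588 and 545 genes at an unadjusted p under 0.05). In the simulated data DESeq2 made 35 false calls among 168, against 7 among 113 with edgeR. The interaction gave 0 genes under each of its 10 alternatives, with between 178 and 546 genes at an unadjusted p under 0.05 over the refits, and the cell type count ranged from 1178 to 1930.

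The Emcn log2 fold change stayed negative throughout. In endothelium it was −3.27 (edgeR adjusted p 0.0792) with a mean of at least 5 CPM and −3.11 (0.0835) with library size only. In podocytes it was −3.30 (limma adjusted p 0.850) with limma voom, −3.30 (edgeR adjusted p 0.0975) with a mean of at least 5 CPM, −3.26 (0.0786) with library size only and −3.37 (0.194) with only the 4 libraries compared. The other alternatives stayed past the threshold, 7 of 9 in endothelium and 5 of 9 in podocytes. The 4 fits that each left out 1 library ran from −3.49 to −3.38 in endothelium and from −3.81 to −2.74 in podocytes. With the replicate block the values were −3.42 and −3.34. The Emcn interaction term, −0.05 in the reported fit, changed sign to 0.032 with a mean of at least 5 CPM and 0.15 with library size only, and ran from −0.67 to 0.37 over the 8 fits without 1 library, with 0.37 without replicate 3 of wild-type podocytes and 0.04 without replicate 2 of knockout podocytes. Library size scaling moved the median interaction term of all genes by a similar amount, from −0.03 to 0.18, and without replicate 3 the wild-type podocyte level of Emcn rested on the higher of 2 libraries (74.1 against 35.9 CPM). Without replicate 2 of knockout podocytes the knockout level rested on the lower of 2 libraries (4.94 against 5.59 CPM). For the change with a mean of at least 5 CPM the cause was not tested.

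The number of lists past the threshold in endothelium, 1, became 2 with a mean of at least 5 CPM (endothelial markers added) and 2 with library size only (tubule markers added), and 0 with the correlation estimated, without or with the replicate block, or with the estimates as preset values. In podocytes 2 became 0 under the same 3 settings and stayed 2 under the other 8 alternatives. For the interaction, 1 became 6 with a mean of at least 5 CPM (endothelial, podocyte and tubule markers, glycocalyx and slit diaphragm added, with a limma camera adjusted p of 0.0396 for the glycocalyx), 5 with the replicate block (endothelial, immune and tubule markers and slit diaphragm added), 2 with library size only (tubule markers added) and 0 under the same 3 settings. The estimates as preset values were enough to remove the calls, but with the block and estimation the slit diaphragm list in podocytes did not pass at a correlation of only 0.0768 (limma camera adjusted p 0.395), where a preset 0.05 without the block gave 0.00163, so the correlation alone was not shown to account for that loss. For the other changes the cause was not tested. The median tubule marker difference in podocytes, 0.40 and not past the threshold, changed sign to −0.07 without replicate 2 of wild-type podocytes and to −0.16 without replicate 2 of knockout podocytes, and reached 1.21 without replicate 3 of knockout podocytes. The list means were 7.68 and 8.71 log2 CPM in replicates 2 and 3 of wild-type and 8.93 and 8.11 in those of knockout podocytes, so 1 library was enough to turn the difference.

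Scaling by library size only, chosen after seeing the data, moved the median log2 fold change of all genes to 0.33 in endothelium, 0.13 in podocytes and 0.18 in the interaction, from 0.01, 0.02 and −0.03 with TMM. Under it the dissociation response median in endothelium was −0.50, still below the median of all genes. Of 245 values of other named genes and lists under the refits, 227 stayed on their side of the threshold, 9 were weaker, 7 stronger and 2 reversed. Of 132 values without 1 library, 124 moved by less than the spread between replicates, 4 moved by more and 4 reversed. DESeq2 took Lypd2, Esm1, Cd209a, Bst1 and Shtn1 past the threshold. The edgeR test recovered 8.75% of simulated 2-fold changes, against 77.5% of 4-fold ones. Most 2-fold changes of the size and spread simulated would therefore not have been called. The 200 simulated changes lay in genes above a minimum expected count, and the 113 calls loosened the Benjamini-Hochberg cutoff. Each genotype contrast of the real data had 1 call and so a stricter cutoff. The simulated shares may therefore overstate what those contrasts could recover, for 4-fold changes too.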

Other observations

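The tests of Emcn in podocyte libraries, of other splits for single genes, of genotype over both cell types, of common shifts and of dilution without 1 library were chosen after the results had been seen. The other tests were written down before they were run.

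The split by replicate number gave more genes at an unadjusted p under 0.05 than the split by genotype did. Among the 4 endothelium libraries, the split by genotype gave 1093 genes at an unadjusted p under 0.05, the split by replicate number 1157, and the split that crossed both 60. Among the 4 podocyte libraries the numbers were 545, 1226 and 507. In endothelium 1 of the 3 splits, the one by genotype, gave as many as 1 gene past an edgeR adjusted p of 0.05. In podocytes the 4-library fit gave 0 genes under each split, so 3 of 3 gave as many. The genotype and crossed splits part both same-numbered pairs, whereas the split by replicate number parts neither. With 3 splits no share under 0.05 is possible, so the genotype counts cannot be told apart from an arbitrary grouping by this test. For the gene lists, 3 of 3 splits in endothelium and 3 of 3 in podocytes passed at least as many lists as genotype did, the genotype split included. In podocytes the split by replicate number passed 6 and the crossed split 4, against 2 by genotype.

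In a fit of all 8 libraries with the group means, 13 genes differed between replicates 3 and 2 (7 higher and 6 lower in replicate 3, edgeR adjusted p under 0.05), where 4 libraries stand against 4. Genotype averaged over both cell types, also 4 against 4, gave 2 genes in the same fit, Emcn and Cxcl13 (both lower, the second named after its values were seen), with 1866 at an unadjusted p under 0.05, and 1 gene without the block. Of the 8 ways to orient the numbers between groups, only the labelled one (1 of 8) gave as many as its 1648 genes at an unadjusted p under 0.05. The next highest gave 1213. This is consistent with processing shared by same-numbered libraries, but 8 orientations cannot give a share under 0.05, and the labels name no batch. Across cell types the deviations of same-numbered libraries correlated at −0.13 between the wild-type groups, −0.10 between wild-type endothelium and knockout podocytes, −0.01 between knockout endothelium and wild-type podocytes and 0.11 between the knockout groups. The 2 genes of smallest p, named after their values were seen, were Gpx6 and Umod, each higher in replicate 3 in every group. Umod, a transcript of the thick ascending limb of the tubule, stood at 3716 and 9554 CPM in replicates 2 and 3 of wild-type endothelium and at 1225 and 5416 CPM in those of knockout podocytes, although both populations were sorted. No biological explanation was tested for the replicate number.

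Genotype effects tended to point the same way in both cell types. Leaving out Emcn, 63 genes had an unadjusted p under 0.05 in both contrasts, where 40.1 are given by chance, and 58 of them (92.1%) changed in the same direction (two-sided exact binomial p 1.66e-12, with genes that are not independent replicates). With the tubule marker level as a covariate 37 genes had an unadjusted p under 0.05 in both, 18 of them shared with the 63, and 29 of the 37 changed in the same direction (exact binomial p 0.000753, again with genes that are not independent replicates). The mean tubule marker level was lower in knockout endothelium (7.25 against 7.75 log2 CPM) and higher in knockout podocytes (8.52 against 8.19). By this mean, unequal tubule RNA does not predict a shared direction. The mean hides markers that disagreed, however. In endothelium and podocytes, Aqp1 was higher in knockout in both (1.27 and 1.43 log2 units) and Calb1 lower in both (−1.08 and −1.52). Miox changed in opposite directions (−1.37 and 0.41). The mean and the covariate built on it therefore leave that explanation undecided. Among genes selected in this way, splits that ignored genotype gave similar shares in fits of 4 libraries per cell type. The share in the same direction was 92.2% of 51 genes by genotype, 89.2% of 167 genes by replicate number and 100% of 18 genes for the crossed split. Over all 14505 genes the correlation of log2 fold changes between the cell types was 0.30 by genotype, −0.03 by replicate number and 0.07 for the crossed split, so in these fits it was highest by genotype. In the 8-library fit the genotype value was 0.24, and with the tubule marker covariate 0.15. The shared direction of the selected genes may come from animals, handling or carried-over RNA common to same-numbered libraries as well as from genotype, and with 3 splits these cannot be told apart.

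The lower podocyte genes in knockout podocytes were tested in the same way. For the slit diaphragm list the limma camera adjusted p was 2.08e-05 after correction for transcript length and GC content, 0.00042 with the tubule marker covariate and 5.62e-06 without mitochondrial genes, a setting that hardly moves TMM-scaled values. For the podocyte markers these values were 0.000766, 0.0126 and 0.00036. With the tubule covariate both lists also passed in knockout endothelium, at 0.00198 for the slit diaphragm list and 0.000388 for the podocyte markers, whose median was −0.46 there against −0.32 in podocytes, so under that covariate the shift was not particular to podocytes. With the correlation between genes estimated, both lists had an adjusted p of 0.774, but that test passed common shifts only from −3 log2 units for the slit diaphragm list and −6 for the podocyte markers, so it does not decide whether the genes of a list vary together. A general dilution of podocyte RNA was tested on 1058 podocyte-enriched genes outside the lists, defined by the cell type difference over both genotypes. Their median was −0.211, 37.9% of the marker median where 50% had been set in advance for dilution to account for it, and 64.1% of them were lower. In endothelium the same genes had a median of −0.214. Without 1 podocyte library that percentage ran from 2.76% (without replicate 3 of knockout) to 88.5% (without replicate 2 of knockout), so the test does not settle whether dilution accounts for the marker shift. A lower podocyte programme next to endothelium without Emcn is a hypothesis that these data leave open, since variation of these genes between preparations could give the same shift.

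Emcn in the podocyte libraries may come from endothelial RNA carried through the sort. Its wild-type podocyte to endothelium ratio was −5.198 on the log2 scale, just under the range of 18 endothelial markers, which ran from −5.12 (Egfl7) to 1.53 (Cldn5) with a median of −4.17. Carry-over at the level of any of these markers would supply at least as much Emcn as was counted, so a ratio below the range does not speak against carry-over, and expression of Emcn by podocytes was not tested.

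Variants of the embryonic stem cell strain that stayed around a targeted gene can appear as expression differences of its neighbours. Of 95 tested genes within 10 Mb of Emcn, 7 (7.37%) had an unadjusted p under 0.05 in endothelium against 5.49% of all genes, and 4 (4.21%) in podocytes against 4.43%. One-sided Fisher's exact tests gave p-values of 0.2665 and 0.612, so no excess near Emcn was detected in either cell type.

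Xist was present in each of the 8 libraries, at between 86.9 and 145.6 CPM, and so did not set the groups apart by sex.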
